# Transcriptome Kinetics Is Governed by a Genome-Wide Coupling of mRNA Production and Degradation: A Role for RNA Pol II

**DOI:** 10.1371/journal.pgen.1002273

**Published:** 2011-09-08

**Authors:** Ophir Shalem, Bella Groisman, Mordechai Choder, Orna Dahan, Yitzhak Pilpel

## Abstract

Transcriptome dynamics is governed by two opposing processes, mRNA production and degradation. Recent studies found that changes in these processes are frequently coordinated and that the relationship between them shapes transcriptome kinetics. Specifically, when transcription changes are counter-acted with changes in mRNA stability, transient fast-relaxing transcriptome kinetics is observed. A possible molecular mechanism underlying such coordinated regulation might lay in two RNA polymerase (Pol II) subunits, Rpb4 and Rpb7, which are recruited to mRNAs during transcription and later affect their degradation in the cytoplasm. Here we used a yeast strain carrying a mutant Pol II which poorly recruits these subunits. We show that this mutant strain is impaired in its ability to modulate mRNA stability in response to stress. The normal negative coordinated regulation is lost in the mutant, resulting in abnormal transcriptome profiles both with respect to magnitude and kinetics of responses. These results reveal an important role for Pol II, in regulation of both mRNA synthesis and degradation, and also in coordinating between them. We propose a simple model for production-degradation coupling that accounts for our observations. The model shows how a simple manipulation of the rates of co-transcriptional mRNA imprinting by Pol II may govern genome-wide transcriptome kinetics in response to environmental changes.

## Author Summary

Organisms alter genes expression programs in response to changes in their environment. Such programs can specify fast induction, slow relaxation, oscillations, etc. Conceivably these kinetic outputs may depend on proper orchestration of the various phases of gene expression, including transcription, translation, and mRNA decay. In particular, in the transcriptomes of a broad range of species, fast mRNA “spikes” appear to result from surprisingly “pressing the gas and the brakes” together, i.e. by activating both transcription and degradation of same transcripts. A recently discovered molecular mechanism, in which subunits of RNA polymerase II (Pol II) associate to mRNAs during transcription and control their decay, could explain how such transcription-decay counter-action works. Yet, how such potential coupling responds to physiological conditions and how it shapes transcriptome kinetics remain unknown. Here we used a minimalist mutation in yeast RNA Pol II that is defective in the above mechanism in order to show that Pol II governs the ability of the cell to modulate mRNA decay in stress and, most importantly, that Pol II is essential for appropriate coupling between mRNA production and degradation. We further show that this transcription-decay coupling is responsible for shaping the transcriptome kinetic profiles under changing environmental conditions.

## Introduction

The dynamics of the transcriptome in response to environmental changes is chiefly governed by two opposing processes – RNA production, namely transcription, and RNA degradation. Despite this fact, most of the attention has been given to the study of transcription. Recently genome-wide techniques have been established that allow to measure separately the contribution of mRNA degradation [1]–[4] and transcription [5]–[8] to the balanced mRNA levels in the cell. Such studies revealed extensive regulation on both production and degradation rates. In particular, it became apparent that mRNA degradation is heavily regulated - genes that belong to the same complexes or gene modules, such as the ribosomal proteins or the proteasome, were shown to be co-degraded in several conditions and are considered to be part of the same decay regulon [2], [9], [10]. In addition, the decay rates of some genes across various growth conditions showed extensive variation, featuring stabilization in some conditions and de-stabilization in others [9], [11], [12].

Yet the emerging picture from many of these studies is that in addition to heavy regulation on both levels of production and degradation, there is often a correlation between the regulation of the two levels. In particular several studies have shown a “counter-action” mode of coupling between the two levels of control. In this mode of coupling genes that are induced at a given situation undergo, somewhat surprisingly, de-stabilization. The outcome of such type of coupling appears to be a fast transient change in mRNA abundance. This notion was demonstrated in the yeast *Saccharomyces cerevisiae* [9], [10] in *Saccharomyces pombe* [13] and in mammals [14]. Interestingly, counter-action is not the only mode of coupling of production and degradation of mRNAs. Genes that show a slow, and sustained dynamic change in mRNA levels in response to a certain stimulus typically display the opposite and more intuitive correlation by which changes in mRNA abundance and stability are in the same direction [5], [9]. The above results indicate that regulation of mRNA stability and its mode of coupling with transcription have a major contribution to the shape and dynamics of the transcriptome response to the environment [9], [13], [15], [16].

A major question is thus – is there a molecular mechanism in cells which ensures the coupling between transcription and mRNA decay. A potential mechanistic basis for such coupling can be suggested based on detailed biochemical analysis of individual genes in the yeast *S. cerevisiae*. It was recently shown that, in addition to their genome wide role in transcription [17], [18], two subunits of the RNA polymerase II (Pol II), Rpb4 and Rpb7, which belong to the holo-enzyme, not the core enzyme, can associate with the transcript during transcription and later chaperone it to the cytoplasm [19]–[22]. Crystal structure analysis of Pol II supports this notion since Rpb7 was shown to interact with the nascent transcript as it emerges from the core polymerase [23]. In addition, *in vitro* studies, using proteins extracted from human cells, demonstrated that hsRpb7p interacts with the transcript as it emerges from Pol II [24]. Additional support for the role of Rpb4 in post-transcription control came from the realization that it recruits to the mRNA 3′ processing and polyadenylation enzymes [25]. Chaperoning of the transcript to the cytoplasm by the two polymerase subunits may affect a diversity of post-transcriptional process including translation and mRNA degradation [22]. These two subunits of Pol II may thus implement a simple means of coupling between transcription and mRNA decay. To show that the cytoplasmic role of Rpb4/7 depends on its nuclear association with Pol II core subunits in the nucleus, Goler-Baron et al [19] used a mutant in a subunit of the core polymerase, Rpb6. In this mutant, a glutamine at position 100 in Rpb6 was replaced with an arginine. This mutation displayed reduced ability to recruit Rpb4/7 both to the core polymerase [26] and to mRNA transcripts [19], [22] which resulted in impaired production and degradation for a selected group of genes. The mutant thus seem to hold a key to understanding the coupling since it represents a minimalist perturbation that could de-couple genome-wide transcription from degradation, while maintaining intact Rpb4 and Rpb7 in the cell.

Here we used this minimalist perturbation to reveal a role of Pol II in affecting mRNA degradation and coordinating this process with transcription on a genome wide level. For that we compared gene expression, and decay rates in optimal growth conditions and in stress in the rpb6 mutant and a wild-type strain that is otherwise 100% identical to the mutant throughout the genome. We found that the rpb6 mutant is compromised in its ability to module mRNA decay rates, in addition to impaired transcription, in response to stress. As a result, while the wild-type features a counter-action coupling between production and degradation of mRNA, in the mutant this coupling is lost. This loss of negative correlation between changes in mRNA abundance to changes in stability in response to stress, results in an impaired temporal mRNA abundance response both in magnitude and kinetics. We thus conclude that in addition to its prime role in transcription, Pol II, also affects mRNA decay genome-wide, in a way that provides coupling of the two processes. This coupling appears to shape the kinetics of the transcriptome in response to stress. We propose a simple model which explains this coupling and its effect on the transcriptome.

## Results

### The experimental design

To check whether Rpb4/7 has a role in the previously observed counter-action coupling of mRNA production and degradation in stress [9] we used the rpb6^Q100R^ mutant previously described [26] and compared it to its parental isogenic wild-type strain that is other-wise 100% identical throughout the genome. Pol II containing this mutant subunit has a reduced ability to recruit Rpb4/7 subunits to transcripts [19], [22]. The experimental setting is described schematically in Figure 1. Briefly, for both the wild type and rpb6^Q100R^ mutant strain we applied oxidative stress to two cultures, one for a conventional mRNA abundance profiling and one in which transcription was inhibited using 1,10-phenanthroline [1], 5–7 minutes after applying the stress, for mRNA decay measurement (see Materials and Methods). Following the addition of the drug mRNA levels were measured in five time points using the same microarray procedure as for the mRNA abundance profiling which did not involve transcription arrest. In addition we also measured for each strain mRNA stability without an oxidative stress, producing a reference decay profile for each gene. 

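The abundance and decay profiles were read from 58 Affymetrix Yeast 2.0 arrays, whose values the authors computed as log2 levels by robust multi-array average (RMA), a normalization that gives the arrays of a set the same distribution of values. In H2O2 without phenanthroline each strain was sampled at 0, 5, 10, 15, 25, 35 and 45 min. After phenanthroline, with H2O2 or without it (the reference), each strain was sampled at 0, 5, 10, 20, 30, 40 and 50 min. Every course comes from 1 culture with 1 array per time point, and only the untreated state has 3 arrays per strain. The authors' decay ratios also carry a scaling factor for each course, with a half-life between 25.8 and 25.9 min, which the RMA levels lack. Half-lives were therefore fitted here to the authors' scaled ratios, as an exponential with a free starting value, and responses were tested on the RMA levels.

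The test is limma with Benjamini-Hochberg adjustment over 5716 S. cerevisiae probe sets at 0.05. A response to stress is tested as a natural spline in time (3 degrees of freedom), and its size is given as the maximal log2 fold change of a spline through the sampled points. A change in stability is tested as the slope of log2 level on time in H2O2 minus the slope in the reference, so a positive value is slower loss relative to the average mRNA. Of 1747 S. pombe probe sets on the same arrays, 95% had a mean log2 level below 5.11, and 97.6% of the S. cerevisiae probe sets had a higher one.

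RPO26, which encodes the Rpb6 subunit that carries the substitution, was measured at log2 -0.60 in the untreated mutant relative to the wild type. RPB7 was at -0.20 and RPB4 at 0.01, the genes of the subunits whose recruitment the paper describes as reduced. None of these 3 genes passed the limma test. The probe set of HIS3, the marker of the disrupted locus, had a mean log2 level of 10.87 in the untreated wild type and 11.68 in the mutant. The paper lists a HIS3 deletion for the wild type, so what this probe set reads there is left open.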

Decay profiles were fitted to an exponential decay model from which half-lives were calculated for each gene in each strain and condition (see Materials and Methods). The majority of the genes in the genome (>90%) showed a good fit to an exponential decay model (see Materials and Methods).

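In the reference course of the wild type the multidrug transporter gene AQR1 had a half-life of 3.51 min, the nucleolin gene NSR1 6.58 min and TOD6, a repressor of ribosome biogenesis genes, 7.62 min. The ribosomal protein genes RPS0A and RPL3 were at 15.0 and 17.6 min, the thioredoxin gene TRX2 at 31.9 min, and the malate dehydrogenase gene MDH1 at 85.6 min. The median half-life over all fitted genes was 23.3 min in the reference and 24.3 min in H2O2 for the wild type, and 24.5 and 25.0 min for the mutant. The authors' scaling gives every course the same mean decay, so these medians cannot show whether global decay differs between strains or conditions.

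A fit with R2 above 0.9 was reached by 80.5% and 83.6% of the genes in the wild type (reference and H2O2) and by 85.8% and 93.5% in the mutant. The 4185 genes that reached it in all 4 courses enter the comparison of abundance with stability. Stress genes are among those left out. CTT1 (catalase), HSP30, SSA4 and HXT5 had scaled ratios above 1 after phenanthroline, and of 546 genes that H2O2 induced over 1.75-fold in the wild type, 147 had a scaled ratio above 1 at 50 min of the wild type reference course. Along the change from the first to the last array of a course, averaged over genes, the wild type reference arrays at 10 and 20 min lie at 30.2% and 57.5%. In the mutant reference course the array of 10 min lies at 29.1% and the array of 20 min at 7.68%, out of the order of their times. Both were used under their given times, and the closing section tests the reasons.

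**Figure D1:**
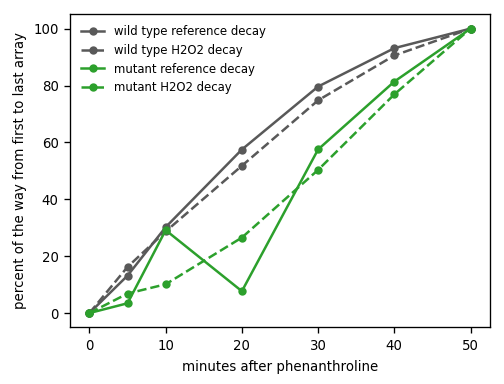
Position of each decay array along the change between the first and last array of its course, in percent, against its sampling time, for wild type and mutant with and without H2O2.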

**Figure 1:**
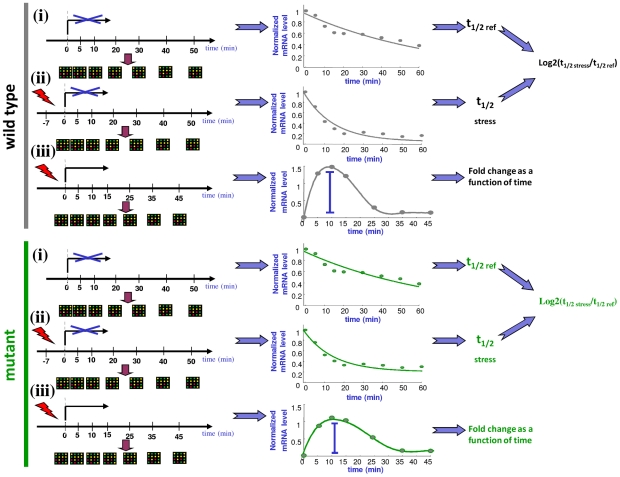
A schematic illustration of the experimental procedure. For each strain three types of experiments were conducted: (i) a reference decay experiment where decay kinetics was measured after transcription inhibition without applying additional stress. (ii) A stress followed by transcription inhibition to measure condition specific decay kinetics, and (iii) A conventional microarray experiment where mRNA abundance was measured following the perturbation.

In another stress condition, the DNA-damaging drug MMS, which we have tuned before to invoke a qualitatively different transcriptome kinetics compared to the response to the current oxidative stress [9] we also compared the mutant and the wild-type though only in conventional mRNA profiling, without transcriptional arrest.

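For MMS each strain gave 1 course without phenanthroline, sampled at 0, 20, 40, 80, 100, 120, 140 and 180 min with 1 array per time point. The authors normalized these 16 arrays by RMA apart from the H2O2 and decay sets, so MMS responses are compared with other courses only through fold changes against time 0. The tests are those of the H2O2 courses: limma on a spline in each strain, and a limma contrast of both splines for the strain difference. The paper counts a gene as responsive above a 1.75-fold change, and this fold rule was applied as well.

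MMS moved far more genes than H2O2 did. The fold rule selects 3325 genes in the wild type and 3163 in the mutant in MMS, against 933 and 386 in H2O2. The DNA repair gene RAD16 rose in MMS by log2 3.29 in the wild type and 3.21 in the mutant, and HUG1, a checkpoint inhibitor of ribonucleotide reductase, by 2.97 and 3.04. The ribonucleotide reductase gene RNR3 rose by 2.65 and 2.71. The 3-methyladenine glycosylase gene MAG1, which removes bases that MMS alkylates, rose in the wild type by 2.59.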

### Rpb6 mutant is defective in counter-acting changes in mRNA production and degradation in response to stress

We computed for each gene in each strain the mRNA abundance maximal fold change in response to stress, a measure that can be affected both by changes in transcription and degradation. In parallel, to isolate response to stress at the degradation level, we characterize each gene in each strain by the ratio between its half-life in oxidative stress to its half-life in the reference condition. 

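In the wild type 10 of 33 oxidative stress defence genes were lost faster in H2O2 by the slope test (11 adjusted over the list alone), 1 was lost more slowly and 22 did not pass. The sulfiredoxin gene SRX1 rose by log2 6.46, and the slope of its decay changed by -0.0471 log2 per min relative to the reference (limma adjusted p 2.7e-05). The same held for OYE3, an NADPH oxidoreductase gene (-0.0858, limma adjusted p 0.00029), and for the multidrug exporter gene ATR1, the heme oxygenase gene HMX1 and GRE2, a methylglyoxal reductase gene (-0.0355, limma adjusted p 3.1e-06). MET13 of methionine synthesis, ISU2 of iron-sulfur cluster assembly, CIN5 of the Yap transcription factors and DDR2 had negative slope changes as well. On the scaled ratios SRX1, OYE3, DDR2 and MET13 ended the wild type reference course above their start (log2 0.51, 2.75, 2.06 and 0.17), so their slope change may come from a rise in the reference and not from faster loss in H2O2. The glutathione peroxidase gene GPX2 went the other way, induced and with a half-life that rose from 15.4 to 30.9 min, as did CYC1 (cytochrome c), from 17.8 to 32.2 min.

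Many genes of ribosome assembly and DNA replication were repressed and lost more slowly. Of 144 ribosome biogenesis genes 65 were lost more slowly (124 adjusted over the list alone), among them SSF1 (0.0320, limma adjusted p 0.00017), ROK1, LCP5 and RPF1, whose half-life rose from 14.0 to 21.4 min. TOD6, BMT6, the polymerase I gene RPA190 and the ribosomal protein gene RPL3 also gained stability. Of 17 G1/S genes 8 were stabilized (12 adjusted over the list alone), including POL1 (DNA polymerase alpha), POL30 (PCNA), CDC9 (DNA ligase) and RFA2. The histone chaperone gene ASF1 went from 19.5 to 38.1 min (limma adjusted p 1.2e-05). IDH1 and ACO1 of the citric acid cycle were stabilized and 15 of 44 genes of respiration were lost faster (28 adjusted over the list alone). Over all genes 399 changed in stability, 209 slower and 190 faster, and without the 5, 10 or 40 min arrays the count is 155, 230 or 131.

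Over the 4185 genes with fitted half-lives, maximal fold change and stability change correlate across genes, which are not independent replicates, at r -0.182 (rank correlation -0.167). With any 1 time point of the decay courses left out r lies between -0.413, without 0 min, and -0.140, and with 0 to 30 min only it is -0.0683. Over the 491 of them that respond by the fold rule r is -0.276, and the line of fold change on stability change has slope -1.07 (95% interval -1.40 to -0.74). Of 150 induced genes 85 were destabilized where independence gives 61.9 (a ratio that falls to 0.931 with 0 to 30 min only), and of 341 repressed genes 257 were stabilized where independence gives 197. The paper describes this sign as counter-action between production and degradation. HMX1 (22.8 to 15.2 min) has this sign on the induced side and SSF1 on the repressed side, and GPX2 and CYC1 have the opposite one.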

Figure 2A summarizes the data for the wild type strain: we observed a negative correlation between mRNA fold change and stability changes, i.e. induced genes show a tendency towards destabilization while repressed genes show a tendency to be stabilized in response to oxidative stress. This negative correlation is in agreement with our previous finding using slightly different experimental setup and a different genetic background [9]. In Figure 2B the same analysis is presented for the mutant on top of the wild type. This comparison reveals an almost complete elimination of the counter-action coupling that we observed in the wild type between mRNA abundance fold-change and stability change; this same result is presented in a more quantitative way in Figure 2C by calculating the observed vs. expected association between changes in production to changes in degradation assuming independence between these two measures (fold enrichment). In addition, the mutant shows a reduced capacity to change mRNA stability in response to stress, both extreme stabilization and extreme de-stabilization is not seen in the mutant (Figure 2B). Such a reduced capacity to modulate stability due to a mutation in Pol II is remarkable and by itself intriguingly suggests an effect of RNA Pol II on mRNA degradation.

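All 144 ribosome biogenesis genes had a positive slope change in the mutant too, but only 6 of them passed (106 adjusted over the list alone), beside 65 in the wild type. FAL1, RRP14, FCF2 and NOP16 are among the 6. The slope change is smaller in the mutant for 103 of the 144 genes, and the contrast between strains called 0 of them. Of the oxidative stress defence genes 3 were lost faster (6 adjusted over the list alone), among them OYE3 (-0.0244 log2 per min, limma adjusted p 0.017) and the peroxiredoxin gene TSA2, and 2 were lost more slowly, GPX2 (18.6 to 30.3 min) and the catalase gene CTA1. The glycogen genes PIG2, GLG1 and GLC3, the methionine permease gene MUP1, the stress gene DDR2 and the transporter gene YHK8 were destabilized in the mutant by the slope test. OYE3 and DDR2 ended the mutant reference course above their start (log2 0.12 and 0.48 on the scaled ratios), so a rise in the reference may enter there. ALD6 (aldehyde dehydrogenase) and MMT1 (mitochondrial metal transport) were stabilized. Over all genes 119 changed in stability, 42 slower and 77 faster, and this count is 4 without the 50 min arrays and 555 without the 20 min arrays. It is 612 without the 10 and 20 min arrays of the mutant reference course and 886 with these exchanged, above the 399 of the wild type, so a smaller number of changes in the mutant is not shown.

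Over the same 4185 genes the correlation in the mutant is r -0.00260 (rank correlation -0.0860, between -0.106 and 0.0511 with any 1 time point left out). Over the 491 responsive genes r is 0.0885 with a line of slope 0.444. The strains differ in r by -0.180, with a jackknife standard error over time points of 0.187. The form of the fit matters here: half-lives from a line through log ratios give r -0.364 in the wild type and -0.140 in the mutant, and a fit fixed at 1 at 0 min gives -0.0615 and 0.0712. Decay slopes in place of half-lives, over all tested genes, give -0.568 and -0.299, and half-lives without the R2 filter give -0.314 and -0.165. In each the mutant value lies above that of the wild type, but whether the mutant keeps a negative correlation depends on the measure. On the repressed side 260 of 341 genes were stabilized against 193 under independence, a ratio of 1.35 beside 1.31 in the wild type, and the median stability change is log2 0.11 beside 0.16. On the induced side 48 of 150 genes were destabilized against 62.8 under independence, a ratio of 0.764 beside 1.37, and the median is log2 0.10 beside -0.07. Without the R2 filter the mutant ratio on the induced side is 1.27, so its side of 1 depends on which genes are fitted. From the loss of correlation the paper concludes that the mutation almost eliminates the counter-action.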

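Of the 37 genes whose stability change differed between the strains 6 belong to the 33 oxidative stress defence genes (11 adjusted over the list alone). The contrast is the slope change in the mutant minus that in the wild type, so its sign alone does not say in which strain an mRNA is lost faster in H2O2. It was positive for SRX1 (0.0380 log2 per min, limma adjusted p 0.0013), OYE3 (0.0614, limma adjusted p 0.0059), ATR1, the glutathione transferase gene GTT2 (0.0298, limma adjusted p 0.00014), the mitochondrial peroxiredoxin gene PRX1 (0.0277, limma adjusted p 0.00015) and GRE2. SRX1 and OYE3 ended the wild type reference course above their start, so for them the wild type slope change need not be faster loss. HMX1 went from 22.8 to 15.2 min in the wild type and from 22.2 to 23.3 min in the mutant. The contrast was negative for IDH1, which went from 19.5 to 35.9 min in the wild type and from 23.3 to 25.3 min in the mutant, and for IZH4 (a zinc-regulated membrane protein), ATE1 (arginyl transferase) and PRI2 (DNA primase).

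Of the 37 genes 32 had a positive contrast and 5 a negative one, and without the 5, 40 or 50 min arrays 11 genes differed. The standard deviation of the stability change is log2 0.24 in the wild type and 0.16 in the mutant, a ratio of 0.671 (jackknife standard error 0.139). The 1st and 99th percentiles are -0.66 and 0.63 in the wild type and -0.43 and 0.39 in the mutant, so both ends are narrower. By decay slopes in place of half-lives the ratio is 0.895. The strains differed in the reference courses too: SRX1, OYE3 and GTT2 had steeper slopes in the mutant than in the wild type, with differences of -0.0366, -0.0704 and -0.0317 log2 per min (limma adjusted p 0.00072, 0.00076 and 7.4e-05). These are close to their contrasts with the opposite sign, so for these 3 genes the contrast comes mostly from the reference courses and not from slower loss in H2O2 in the mutant.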

**Figure 2:**
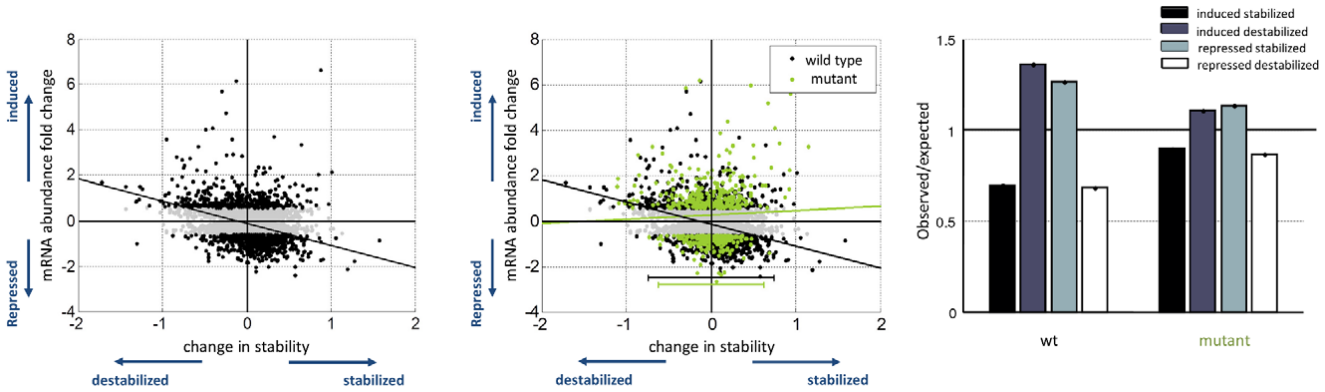
Reduced coupling in Rpb6 mutant strain. The change in mRNA stability relative to the reference state (
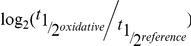
) is plotted against the maximal fold change, defined as the maximal change in mRNA abundance for each gene across the time course. (A) Shows the wild type strain where black dots marks genes which respond to the stress. A negative correlation bywhich induced genes are destabilized is illustrated by the plotted least square line (R = −0.23, −log_10_(p-value)>58). Fitted line y = −0.97x−0.12 with (−1.14, −0.7947) and (−0.1875, −0.05864) 95% confidence interval for each parameter. (B) The mutant measurements are plotted on top of the wild type. The negative correlation observed in the wild type, reflected by the black least straight line, is almost completely eliminated, displayed in the green least square line (R = −0.06, −log_10_(p-value)<6). Fitted line y = 0.1852x+0.27 with (−0.1723, 0.5426) and (0.1596, 0.3805) confidence interval for each parameter. Also the width of the distribution across the x-axis is slightly narrower for the mutant strain an indication for reduced ability to modulate mRNA stability. (C) Fold enrichment for the change in stability in induced and repressed genes. The number of observed stabilized and destabilized genes within both induced and repressed groups of genes divided by the expected number, assuming no correlation. Expected number is calculated as the percentage of stabilized/destabilized genes in the genome times the induced/repressed group size.

These results are an indication that the counter-action mode of coupling may indeed require coordination between transcription and degradation and they further suggest that recruitment of Rpb4/7 to Pol II is important for the coupling mechanism.

### Rpb6 mutant displays an impaired mRNA abundance temporal response to stress

We suggested earlier that the counter-action mode of coupling between production and degradation may be responsible for the spiked and fast relaxing dynamics on both induced and repressed genes in response to oxidative stress [9]. Rpb6 mutant provides a good opportunity to examine whether lack of coupling results in a less spiked and slower relaxing temporal mRNA abundance profiles. Yet, since the mutant is defective both in mRNA synthesis and stability we expect a more complex change in expression profiles, i.e. both in the magnitude and kinetics of the response.

To show the effect of the mutation on the entire genome and on different groups of genes we clustered concatenated wild-type and mutant mRNA abundance profiles for the stress-responsive genes (see Materials and Methods). As shown from the dendrogram in Figure 3, most of the stress-responsive genes reside within clusters that show a difference between the wild type and mutant (1 and 3). 

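The 3 clusters differ in the gene lists they hold. Cluster 1 (317 genes, slow induction) holds 21 of 32 Msn2/4 environmental stress genes and 11 of 19 genes of trehalose and glycogen metabolism. Cluster 2 (219 genes, fast induction) holds 17 of the oxidative stress defence genes, and cluster 3 (397 genes) holds 119 of the ribosome biogenesis genes. Clusters 1 and 3 contain 76.5% of the 933 responsive genes, and 386 genes respond by the same rule in the mutant. Over the 933 genes the maximal change in the mutant regresses on that in the wild type with slope 0.669 (r 0.900), and 851 of them (91.2%) change less in the mutant. These genes were selected on the wild type course, with 1 array per time point, which by itself favours a smaller change in the mutant. The same limit holds for each cluster below, and its size was not tested.

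The spline contrast between the strains found 71 genes, 58 lower in the mutant and 13 higher. It rests on few arrays: without the 5 min arrays it found 254, and without those of 10, 15, 25, 35 or 45 min it found 5, 5, 6, 5 or 3. Lower were the checkpoint gene HUG1 (largest difference log2 -2.39, limma adjusted p 0.00068), ALD3 (aldehyde dehydrogenase, -2.27), the spore wall gene SPS100 (-1.99), the cytosolic catalase gene CTT1 (-1.96, limma adjusted p 0.031), PUT1 (proline oxidase, -1.89), the ribonucleotide reductase gene RNR3, SIP18 (-1.47), IZH4 (-1.45), the glycogenin gene GLG1 (-1.29), the cell wall gene SPI1 (-1.27), the glycogen branching gene GLC3 (-1.15), HSP26 and the iron oxidase gene FET3 (both -1.07) and TDH1 (-1.02). Higher were BMT6 (rRNA methylation, 1.34), the GTPase gene NOG2 of ribosome export (1.17), the mitotic cyclin gene CLB2 (0.99) and the mitotic activator gene CDC20 (0.58). HUG1 and RNR3 are damage-checkpoint targets, and of 23 DNA damage response genes 3 were lower (8 adjusted over the list alone). BMT6, NOG2, CLB2 and CDC20 are genes that H2O2 repressed in the wild type.

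**Figure D2:**
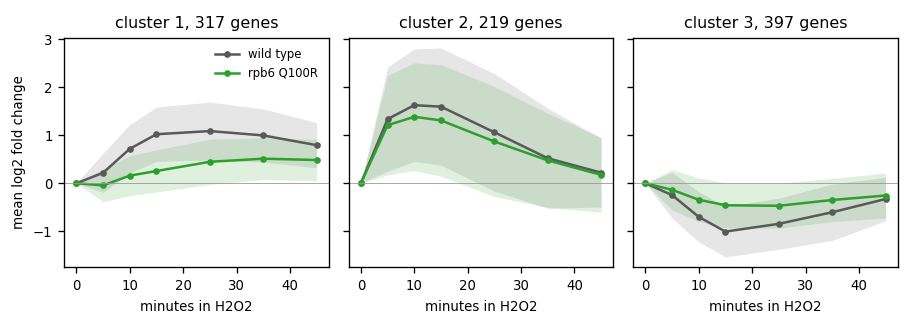
Mean log2 fold change against time in H2O2 for the 3 clusters of responsive genes in wild type and mutant.

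**Figure D3:**
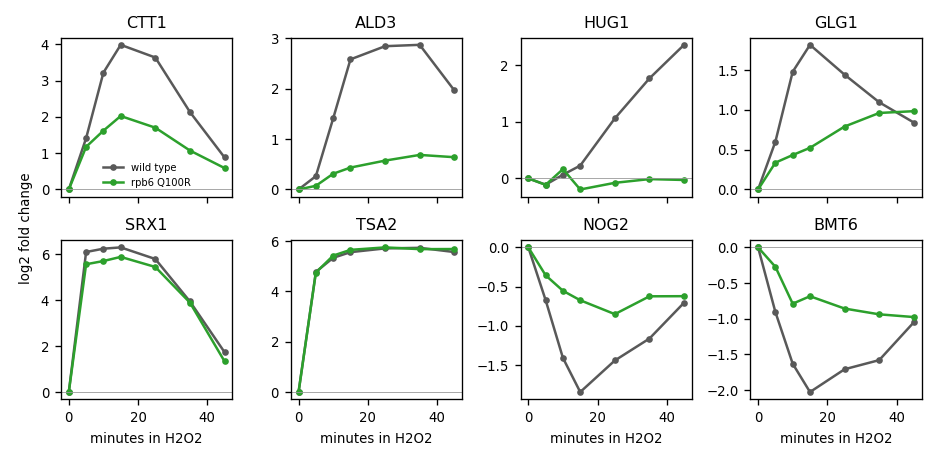
Log2 fold change against time in H2O2 of genes named in the text, wild type and mutant.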

As expected the difference is displayed both in the magnitude of the response and in its kinetics. 

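The slow induced cluster includes genes of the general stress response. In the wild type ALD3 rose by log2 2.93, DDR2 by 3.56, the membrane gene RTN2 by 3.69, FMP16 by 3.30 and the glycogen genes PGM2 and GLG1 by 1.84 and 1.82. In the mutant ALD3 rose by 0.70, DDR2 by 2.53, RTN2 by 2.40 and PGM2 by 1.28. The glutathione transferase gene ECM4 moved little between strains, with 3.41 and 3.09. Of the 32 Msn2/4 genes 27 rose in the wild type (29 adjusted over the list alone) and 24 in the mutant (26), with medians of log2 1.26 and 0.66. Of the 19 trehalose and glycogen genes 13 rose in the wild type (15) and 17 in the mutant (18), with medians of 1.17 and 0.81. By the contrast between strains 2 of the Msn2/4 genes were lower over all genes, and 18 adjusted over the list alone.

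For the 317 genes of cluster 1 the mean maximal change was log2 1.28 in the wild type and 0.57 in the mutant, and 97.2% changed less in the mutant. The median time of the peak moved from 22 to 34 min, with a later peak for 234 genes and an earlier one for 70. At 45 min the median gene kept 60.9% of its own peak in the wild type and 83.8% in the mutant. The course ends at 45 min, sooner after the later peak of the mutant, so these shares do not compare equal times. The cluster mean went from log2 1.09 at 25 min to 1.00 at 35 min in the wild type. In the mutant it went from 0.51 at 35 min to 0.48 at 45 min. Slower relaxation after the peak is therefore not shown by these shares. From a less transient profile in the mutant the paper proposes delayed relaxation through reduced destabilization.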

Reassuringly, for the induced genes that show a difference between the wild-type and the mutant, the difference in the kinetics matches with the expectations given the reduced destabilization: we see a less transient response in the mutant, which might be the effect of delayed de-stabilization-dependent relaxation of the early response and longer response time. To emphasize the differences in kinetics we also plot the mRNA abundance profiles of cluster 1 normalized by the standard deviation for each gene (Figure S1) which reveals more clearly the shift toward a slower response for induced genes. For repressed genes too most genes show reduced repression and a slight shift in response kinetics towards a more sustained and less transient behavior. 

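By maximal fold change the repression of the ribosome assembly genes was smaller in the mutant, though the strain contrast called few of them. NOG2 changed by log2 -1.86 in the wild type and -0.85 in the mutant, DHR2 by -1.86 and -0.96, and DBP2, an RNA helicase gene, by -1.73 and -0.97. Of the 144 ribosome biogenesis genes 118 fell in the wild type (137 adjusted over the list alone) and 126 in the mutant (134), with medians of log2 -1.14 and -0.49. The contrast between strains called 1 of them, NOG2 (14 adjusted over the list alone). By the 1.75-fold rule 119 of them respond in the wild type and 4 in the mutant. Of 19 polymerase I and III genes 16 fell in the wild type (19 adjusted over the list alone) and 15 in the mutant, and RPC82 changed by -1.39 and -0.85.

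Single genes of the cell cycle and of sterol and phosphate metabolism were repressed in both strains, while most genes of the sterol and phosphate lists did not pass. Of 22 ergosterol genes 8 fell in each strain, with 2 rising in the wild type and 1 in the mutant, and of 13 phosphate genes 3 fell in the wild type and 2 in the mutant. The mitotic cyclin gene CLB1 changed by log2 -1.62 and -1.32, the G1 cyclin gene CLN2 by -1.19 and -0.80 and the sterol desaturase gene ERG3 by -1.76 and -1.13. The phosphate transporter gene PHO84 fell in both strains, and ARO10 of aromatic amino acid breakdown changed by -1.91 and -2.37. Over the 397 genes of cluster 3 the mean maximal change was log2 -1.04 in the wild type and -0.54 in the mutant, and 95.2% changed less. The median peak moved from 17 to 22 min, and at 45 min the median gene kept 32.7% and 57.4% of its own peak. Here too the course ends sooner after the later peak of the mutant. The cluster mean went from log2 -1.01 at 15 min to -0.60 at 35 min in the wild type. In the mutant it went from -0.47 at 25 min to -0.26 at 45 min, so slower relaxation is not shown.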

In the case of repression the difference is more apparent in the magnitude and less in the kinetics. A possible explanation might be that reduced repression is a result of the lower basal level for these genes, see below.

**Figure 3:**
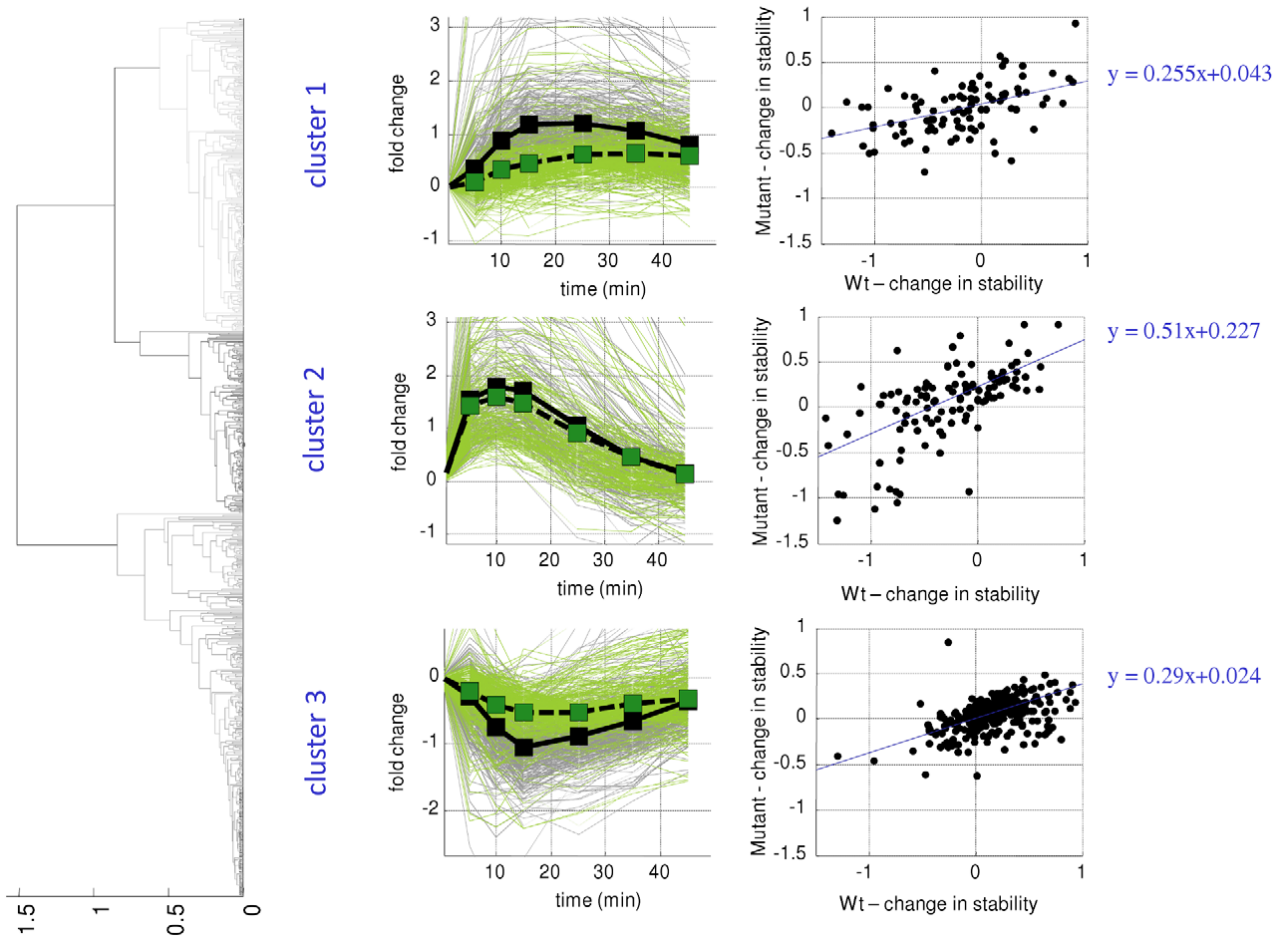
Impaired response of Rbp6 mutant strain. Hierarchical clustering of mRNA abundance temporal profiles. The three clusters marked in the dendrogram by different gray colors correspond to the three clusters in the middle and right panels. Middle panels show the fold change as a function of time for both strains, gray for wild type and green for mutant, with thick lines representing the mean of each strain. Left panels show the difference in stability in response to stress, calculated as the log2 ratio of the stress half-life by the reference half-life. The wild type value is plotted against the mutant with a blue least square line showing the general trend for each cluster. To show the slope difference between the two induced clusters fit parameters are also displayed for all clusters.

It is important to mention, that actually the fastest responding and relaxing induced genes show the least degree of change due to the mutation (cluster 2 in Figure 3). This, at- first- surprising, observation could be explained by the nature of the mutation which only reduces, but does not eliminate, the recruitment of Rpb4/7 to transcripts. 

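Among the 219 genes of the fast cluster are 17 of the 33 oxidative stress defence genes. TSA2 (peroxiredoxin) rose by log2 5.73 in the wild type and 5.77 in the mutant, FRM2 (nitroreductase family) by 6.19 and 6.26, and SRX1 rose by 5.94 in the mutant. OYE3 rose by 6.09 and 5.66, GTT2 by 5.40 in the wild type, CTA1 by 5.15 and 4.50, and AAD6, an aryl alcohol dehydrogenase gene, by 5.16 and 4.12. The kinase gene SMK1 of spore formation rose with them, by 4.08 and 2.87. Of the 33 oxidative stress defence genes 29 rose in the wild type (31 adjusted over the list alone) and 27 in the mutant (27), and by the contrast between strains 1 of them, CTT1, was lower in the mutant (3 adjusted over the list alone).

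In cluster 2 the mean maximal change was log2 1.72 in the wild type and 1.46 in the mutant, the slope of mutant on wild type is 0.900, and 75.3% of the genes changed less in the mutant. The median peak was at 12 min in the wild type and 11 min in the mutant, and at 45 min the median gene kept 7.40% and 6.13% of its own peak.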

According to this possibility the fastest responding genes have the highest ability to recruit Rpb4/7, and hence is their ability to still recruit these two subunits in the mutant too. Clearly an alternative explanation might be that for these genes the transient behavior is independent of Rpb4/7 (see also Discussion). We performed a GO enrichment analysis to characterize the functional association of the genes in each of the clusters shown in Figure 3 (Table S1). Reassuringly we find a typical response to stress by which stress-related genes are induced while growth-related genes are repressed.

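In the wild type most genes of the iron, sulfur and proteasome lists were induced and most genes of the G1/S and G2/M lists repressed. Of 27 iron uptake genes 17 rose in the wild type and 18 in the mutant, among them TIS11 (mRNA-binding regulator of iron use, log2 3.82 and 2.76), ISU2 (2.96 and 2.76) and the mitochondrial iron carrier gene MRS4 (2.45 and 2.25). Of 24 sulfur and methionine genes 17 rose in the wild type and 13 in the mutant, with STR3 at 2.63 and 1.43 and the regulator gene MET28 at 2.30 and 1.49. Of 36 proteasome genes 23 rose in the wild type (32 adjusted over the list alone) and 5 in the mutant, while their activator gene RPN4 rose in both, by 1.02 and 0.96. Of 66 mitochondrial ribosomal protein genes 27 rose in the wild type (34) and 8 in the mutant, led by MRPL51 (0.71 and 0.50). For the proteasome and the mitochondrial ribosome the limma contrast between strains called 0 genes, over all genes and adjusted over each list alone, so a strain difference is not shown for them.

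Among growth genes, the G1/S list fell with 12 of 17 in the wild type and 8 in the mutant, with 0 called by the contrast, and all 9 G2/M genes fell in the wild type, while 5 fell and 3 rose in the mutant, where CLB2 and CDC20 differed between the strains. Of 9 histone genes 2 fell in the wild type and 0 passed in the mutant. Of 46 mRNA decay genes 13 fell in the wild type, among them the exosome gene RRP4 and the decapping gene DCP1 (log2 -1.01 and -0.78). Of the 44 respiration genes 15 fell in the wild type and 31 in the mutant, where the contrast called 0, and CYC1 and CYC7 rose in both strains. RPB7 rose in the mutant by 0.25 (limma adjusted p 0.048), and this reversed to -0.083 without the 45 min array. Over all genes 2151 changed in the wild type (1150 up, 1001 down) and 1662 in the mutant (850 up, 812 down). Without the 10 min array these counts are 23 and 693.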

In order to show that reduced ability to modulate mRNA decay in the mutant is indeed associated with, and perhaps even causative of, the observed shift in kinetics, we compared for each cluster the change in stability in response to stress between the two strains (right panels of Figure 3). A slope smaller than unity, in the linear fit, represent an impaired ability to modulate stability in the mutant compared to the wild-type. 

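Few genes of the slow cluster can be placed on this plot. Many of its stress genes, such as ALD3, DDR2, HXT5 and FMP16, had scaled ratios above 1 after phenanthroline and have no fitted half-life. On the last array of the wild type reference course 118 of the 317 genes of cluster 1 had a scaled ratio above 1. So did 28 of the 219 genes of cluster 2 and 1 of the 397 genes of cluster 3. The R2 filter in all 4 decay courses kept only 51, 95 and 345 genes of clusters 1, 2 and 3. A rise in this course therefore does not account for all genes left out. The genes of cluster 1 that remain include FET3 and IZH4 (17.4 to 21.1 min in the wild type and 25.0 min both times in the mutant). Of cluster 2, FRM2, SMK1 (23.7 to 18.0 min in the wild type and 29.4 to 31.2 in the mutant), LYS20 and YHK8 remain.

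The slope of stability change in the mutant on that in the wild type is 0.222 in cluster 1 (95% interval 0.0681 to 0.376, 51 genes), 0.376 in cluster 2 (0.280 to 0.471, 95 genes) and 0.322 in cluster 3 (0.267 to 0.377, 345 genes). All 3 lie below 1, and the intervals of both induced clusters overlap. Over all 4185 genes the slope is 0.356 (0.339 to 0.373), so a slope below 1 is not particular to these clusters. Noise in the wild type values also lowers a least squares slope, and its part was not tested. By orthogonal regression the slopes are 0.304, 0.459 and 0.422.

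**Figure D4:**
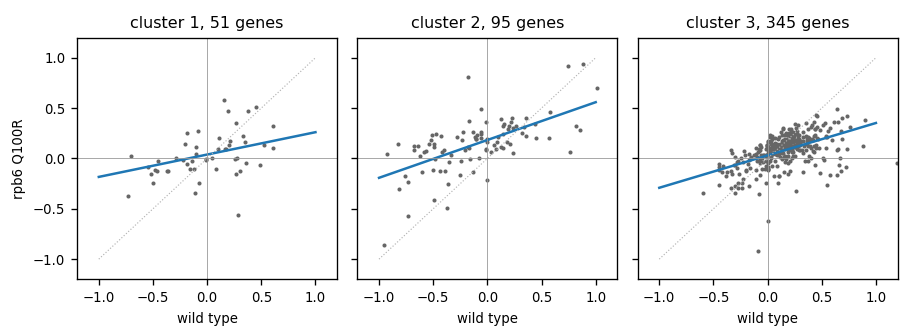
Stability change in H2O2 in the mutant against that in the wild type for the genes of each cluster, with the fitted line.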

Reassuringly, comparison of the two induced clusters shows a significantly reduced slope for the cluster that shows the difference in mRNA abundance temporal profiles between the strains. This result shows how the reduced ability of the mutant to destabilize induced genes might in part be responsible for the shift of these genes from spiked to slower response and relaxation kinetics. 

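The median stability change is log2 -0.10 in the wild type and 0.15 in the mutant in cluster 2, against -0.01 and 0.00 in cluster 1 and 0.16 and 0.11 in cluster 3. YHK8 was destabilized in both strains (15.3 to 7.94 min and 22.9 to 12.6 min), and LYS20, the homocitrate synthase gene of lysine synthesis, was stabilized in the mutant from 21.3 to 27.4 min. SMK1 was destabilized only in the wild type, and this strain difference passed (limma adjusted p 0.043).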

A reduced change in mRNA stability is also observed in the cluster that shows similar mRNA abundance profiles between the wild-type and the mutant. In this case, in addition to the above explanations, compromised transcription might compensate for the change in stability.

We also experimented with an additional stress, the DNA damaging agent MMS, which in our earlier work showed sustained and long enduring expression profiles [9]. 

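In MMS the ribosome biogenesis genes fell and the proteasome genes rose in both strains, and the mutant raised fewer genes of amino acid synthesis. LSO1, an iron-responsive gene, rose by log2 7.32 in the wild type and 7.94 in the mutant, OYE3 by 5.74 and 6.21, and AAD6 by 5.78 and 6.20. FMP16 rose by 5.72 and 5.66, HSP30 by 5.80 and 5.37, and SRX1 by 5.35 and 5.53. DBP2 changed by -6.39 and -6.01, the adenine deaminase gene AAH1 by -5.95 and -5.93, NSR1 by -5.81 and -5.66 and the GTPase gene NOG1 by -5.51 and -5.04. Of the ribosome biogenesis genes 143 fell in each strain, and all 36 proteasome genes rose in each.

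The strain contrast found 190 genes, 100 higher in the mutant and 90 lower, and without the arrays of 40, 80, 100, 120, 140 or 180 min it found 24, 54, 5, 14, 20 or 101. Lower were the amino acid permease gene GAP1 (log2 -2.44, limma adjusted p 0.0019), the vitamin B6 genes SNO1 (-2.30) and SNZ1 (-2.19), the ammonium permease gene MEP2 (-2.17, limma adjusted p 0.0028), YAT2 (-1.87), the serine gene SER3 (-1.83), ARG8 (-1.79), ARG1 and LYS1 (both -1.76), the siderophore gene FIT3, MET10 (-1.31) and the sulfate permease gene SUL2 (-1.30). Higher were the serine deaminase gene CHA1 (2.13, limma adjusted p 0.0078), GPX1 (1.24), NOG2 (1.13) and RPS22B (1.04). Of 49 amino acid synthesis genes 24 rose and 22 fell in the wild type (median 0.44), 9 rose and 37 fell in the mutant (median -1.06), and 16 were lower by the contrast (29 adjusted over the list alone). Of the 24 sulfur and methionine genes 12 rose and 10 fell in the wild type (median 0.57), 5 rose and 15 fell in the mutant (median -1.29), and 3 were lower by the contrast. The strains already differed before MMS. On the untreated arrays paired by course YAT2, LYS1 and SUL2 were higher in the mutant (log2 0.57, 1.01 and 1.04) and CHA1 was lower (-2.37). These signs are opposite to their MMS contrasts, so a different starting level may enter. The other genes named for the contrast did not pass there, though GAP1 and SNO1 were over 2-fold higher at 0 min of the reference courses after spike-in scaling. Camera, a test of whole lists, called amino acid synthesis and sulfur and methionine genes higher in the untreated mutant (FDR 3.9e-10 and 1.9e-08). This used a preset correlation among genes, and with an estimated one neither list passed (FDR 0.907). A different starting level may thus enter for both lists.

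Over all genes 4798 changed in the wild type (2506 up, 2292 down) and 4651 in the mutant (2495 up, 2156 down). Of the S. pombe probe sets 11.5% and 12.8% passed the same MMS tests, against 1.55% and 1.66% in H2O2. No sample should label these probe sets, so part of the MMS counts may be false calls. For the 3325 responsive genes the maximal change in the mutant regresses on that in the wild type with slope 0.875 (r 0.951), and 68.2% changed less. These genes too were selected on the wild type course, which favours a smaller change in the mutant. RAD16, DBP2 and HSP30 lie near the line of equal change, and GAP1, MEP2 and ARG1, which serve nitrogen and amino acid supply, lie below it.

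**Figure D5:**
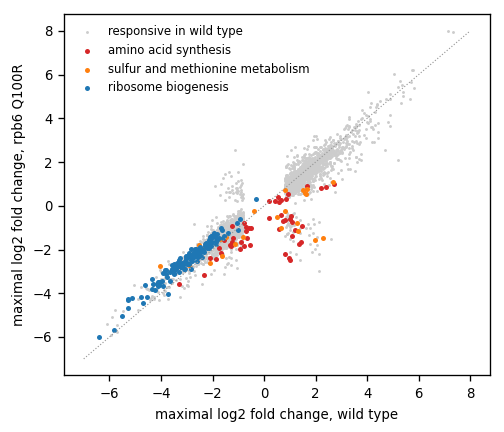
Maximal log2 fold change in MMS in the mutant against the wild type. Grey points are genes responsive in the wild type, and coloured points are the genes of 3 lists.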

In the present experiment the mutant and the wild-type showed very similar expression profile, with only a small reduction in the magnitude of the response in the mutant (not shown, and data deposited publicly, see Materials and Methods). This observation could indicate that the long enduring response displayed in this condition is independent of a coupling mechanism between production and degradation (or at least that it is not dependent on Rpb4/7 in that condition). We thus decided not to carry out decay experiments in the mutant under this condition.

### Reduced recruitment of Rpb4/7 in the mutant results in a reduction in both production and degradation in basal conditions

A difference between the two strains can also be observed at the reference un-stressed conditions. To study the basal difference in mRNA abundance between the two strains in optimal conditions the mRNA abundance levels at time point zero (before addition of the stress) in the two strains where normalized using spiked-in RNA internal standard. 

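The untreated state was measured on 3 arrays per strain, the 0 min arrays of the H2O2, MMS and reference decay courses. limma compared the strains on the RMA levels of these arrays. RMA removes an overall difference, so for the overall level the authors' scaling to spiked-in bacterial transcripts was repeated on the 0 min arrays of the reference courses, the ones that also start the decay fits. The chip carries 36 probe sets for the spike-ins dap, lys, phe and thr. Their mutant minus wild type differences are log2 0.43 for dap, 0.17 for lys, 0.07 for phe and 0.23 for thr, and their mean of 0.22 was subtracted from every gene. This changes the overall level and not the order of the genes. Decay slopes in the reference courses were compared by limma between the strains.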

A unique normalization procedure is required here because standard microarray normalization methods assume a constant global distribution of intensity values between samples preserving ranking differences between genes but eliminating global differences (see Materials and Methods). While gene expression levels strongly correlate between the two stains, we observe an overall reduction in mRNA levels in the mutant vs. the wild-type, as expected from a mutant in Pol II (Figure 4A). This observation extends previous reports of reduced production in this strain [27], showing this effect on a genome wide level.

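Over all genes the median difference is log2 -0.25 after scaling and -0.02 before it. The 144 ribosome biogenesis genes have a scaled median of -0.59, 9 histone genes -0.39, 46 mRNA decay genes -0.33 and 12 RNA polymerase II subunit genes -0.31. The 127 cytosolic ribosomal protein genes, with -0.23, lie at the overall shift. The Msn2/4 genes have a median of 0.35, the trehalose and glycogen genes 0.21 and the sulfur and methionine genes 0.19, while heat shock (-0.21) and DNA damage response genes (-0.25) lie near the overall shift. After scaling 82.9% of all genes are lower, and the levels correlate across genes at r 0.983. The scaled median is -0.46 on the H2O2 course arrays and -0.59 on the MMS course arrays, a standard deviation of 0.17 over the 3 courses. The mean spike-in level also moved between arrays of 1 culture. It ranged from log2 6.19 to 7.07 in the wild type H2O2 course and from 6.84 to 7.06 in the mutant course. A difference of 0.22 between 2 arrays therefore leaves the size of the shift uncertain.

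Gene by gene, 1 difference passed: PRM6, a pheromone-regulated potassium transport gene, was lower by log2 -2.12 (limma adjusted p 0.028), where 232 genes had an unadjusted p under 0.05. With each array scaled to the spike-ins 61 passed, 1 higher and 60 lower. The same-numbered 0 min arrays pair by course, and with replicate as a block 109 passed, 51 higher and 58 lower. In that test the mating genes FIG1 (-2.41), FUS1 (-1.90), AGA1 (-1.89) and PRM1 (-1.51) were lower, with CHA1 (-2.37) and the phosphate genes PHM6 (-1.97) and PHO11. Higher were the regulator gene HMS1 (2.08), the urea transporter gene DUR3 (1.16), MET28 (1.17), SUL2 (1.04), the lysine gene LYS1 (1.01), the siderophore transporter gene SIT1 (0.99), the methionine permease gene MUP3 (0.91) and MET16 (0.90).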

**Figure 4:**
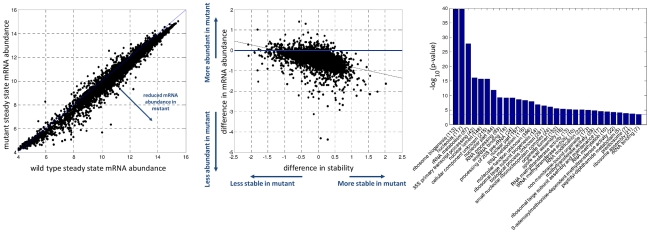
Wild type and mutant differences in basal conditions. (A) correlation of steady state mRNA abundance measurements between the wild type and mutant strain. A global reduction in mRNA levels is observed in the mutant. Data is plotted in log2 scale. (B) Basal difference in stability (log 2 ratio of the reference half-lives of the mutant divided by the wild type) is plotted against the difference in mRNA abundance (log 2 ratio of basal mRNA abundance in the WT and mutant). Most changing genes show both a reduction and stabilization in the mutant strain. The black least square line shows the negative correlation between these two parameters. Fitted line y = −0.3986x−0.4557 with (−0.4183, −0.3789) and (−0.4636, −0.4477) 95% confidence intervals for each parameter. Blue line represents no change in mRNA abundance. (C) Results of a gene ontology enrichment analysis for the genes that show the largest reduction in mRNA abundance in the mutant strain.

We next asked how the difference in steady state mRNA abundance relates to differences in stability by plotting the two parameters against each other. 

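Of the 4185 genes 89.4% are lower in scaled abundance and 60.5% are more stable in the untreated mutant, and 58.4% are both, so this share alone says little about a relation. Ribosome assembly factors are among the genes that are both. LCP5 is lower by log2 1.22 in the untreated mutant after scaling, and its half-life is longer by log2 1.00. SSF1 is at -1.04 and 0.96, NOG2 at -1.30 and 0.90, TOD6 at -1.52 and 1.17 and AQR1 at -1.29 and 1.21. The opposite pairing is found for GAP1 (1.68 and -0.57), for MDH1 (0.25 and -1.48), for MRPL16 (0.36, with half-lives of 45.3 and 26.6 min) and for MRPL35 (0.08, with 62.5 and 29.5 min). All 66 mitochondrial ribosomal protein genes have a shorter half-life in the mutant, with a median of log2 -0.51, but 44 of them are lower in scaled abundance, with a median of -0.06.

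Over the 4185 genes abundance and stability differences correlate across genes at r -0.550 (jackknife standard error over time points 0.0916), and the line of abundance on stability has slope -0.475 (95% interval -0.497 to -0.453). By limma 1609 genes differ in reference decay slope, 805 slower and 804 faster in the mutant, and without the 5 or 40 min arrays 916 or 855 do. Slopes spread less in the mutant course (SD 0.0136 against 0.0199 log2 per min), which by itself would give differences of both signs. Both axes use the 0 min arrays of the reference courses. On slopes r is -0.462 with covariance -0.00159, and courses simulated with no strain difference, which share those arrays in the same way, give r -0.486 with covariance -0.000264. When abundance comes from the H2O2 and MMS courses alone and the decay fits leave out 0 min, r is -0.207. From this relation the paper reasons that production falls by more than the abundance shows, since a more stable mRNA would otherwise be more abundant.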

Figure 4B shows how genes with reduced mRNA abundance in the mutant actually become more stable, opposite of a potentially intuitive relationship but in line with the combined effect of Rpb4/7 on both production and degradation [19], [21]. The large reduction in mRNA abundance, despite the elevation in stability, indicates that a larger decrease in production is taking place - otherwise the net decrease in mRNA levels would not be observed. Genes displaying increased destabilization due to the mutation are expected to show a reduction in mRNA abundance which is not observed in this plot. The reason resides in the normalization procedure which artificially centers the differences in stability around zero, thus correcting a probable shift of the values towards less degradation in the mutant (see Materials and Methods).

We thus conclude from this plot that the genes which are most affected by the mutation at optimal conditions are the genes which show a decrease in mRNA abundance coupled with stabilization. 

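Of the 4185 genes 100 are lower by more than 2-fold after scaling and 4 are higher. The lowered genes include the IMP dehydrogenase gene IMD2 (log2 -4.06), the mating gene FUS1 (5.90 to 17.2 min), the phosphate gene PHM6 (8.22 to 23.9 min), the helicase gene DHR2 (10.4 to 17.7 min), FIG1, AGA1, TOD6 and IZH4. Of the 100 genes 89% are more stable in the mutant, beside 60.5% of all 4185, with a median of log2 0.50. The 4 raised genes include GAP1, PUT1 and SNO1 of nitrogen use, and 0 of the 4 are more stable. IMD2 has half-lives of 21.9 and 23.1 min in wild type and mutant. The 0 min arrays of the reference courses enter both measures.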

We find that those genes are highly enriched with ribosome biogenesis GO functionalities and other specific functional groups (Figure 4C), in line with previous observations relating stability of mRNAs encoding ribosome biogenesis factors with rpb4/7 functions [20]. This observation goes along with a slower growth rate for this mutant of about 40% relative to the wild-type.

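In the untreated mutant 805 genes were lost more slowly (482 without the 5 min arrays, 457 without those of 40 min and 491 from 0 to 30 min), and several lists of growth genes hold many of them. Over the 4185 genes reference slopes spread less in the mutant (SD 0.0136 log2 per min) than in the wild type (0.0199). At 30 min the mutant reference array lies at 57.5% of the way to its last array, the wild type array at 79.6%. Such compression would make short-lived mRNAs look slower and long-lived ones faster. Its part in the list counts was not tested. Of the 144 ribosome biogenesis genes 118 were lost more slowly (127 adjusted over the list alone), with a median half-life longer by log2 0.65. Among them are SSF1 (0.0464 log2 per min, limma adjusted p 0.00076), ROK1 (0.0462), YTM1 (0.0447), UTP23 (9.44 to 15.4 min), NOP13, NOP7 (13.2 to 21.5 min) and LTV1 (12.4 to 20.8 min, limma adjusted p 7.4e-05). Of the 19 polymerase I and III genes 11 were lost more slowly, including RPA43, RPA49 and RPA190, and of the 127 cytosolic ribosomal protein genes 95 (111 adjusted over the list alone), led by RPS0A, RPS14B and RPL3. Of 22 ergosterol genes 10 were lost more slowly, among them ERG25 and ERG6, and of the RNA polymerase II subunit genes 4, RPB5, RPB8, RPB10 and RPB11.

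By the slope test genes of respiration, storage and protein turnover were lost faster, and the narrower spread of slopes in the mutant may enter here as well. Of the 66 mitochondrial ribosomal protein genes 30 were lost faster (39 adjusted over the list alone), of the 36 proteasome genes 23 (26), of the 44 respiration genes 20 (23), of the 32 Msn2/4 genes 14 (15) and of the 19 trehalose and glycogen genes 11 (15), with GPH1 (glycogen phosphorylase) and GDB1 (debranching enzyme) at -0.0474 and -0.0371 log2 per min. On the scaled ratios 17 of the Msn2/4 genes and 9 of the trehalose and glycogen genes ended the wild type reference course above their start, with GPH1 and GDB1 at log2 0.85 and 0.88, against 11 and 0 genes in the mutant. For these the slope difference may come from a rise in the wild type. In abundance limma called 0 of the ribosome biogenesis genes, and 140 of 144 were lower before scaling. Camera on the abundance test called ribosome biogenesis lower at FDR 5.4e-05 with a preset correlation among genes of 0.01. With the correlation estimated from the arrays, 0.954 for this list, its camera p was 0.58. No list then had an FDR below 0.907, or below 0.634 with replicate as a block. The call thus depends on the correlation taken.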

## Discussion

Previous studies of Rbp4/7 proposed for the first time a biochemical mechanism in which Pol II affects mRNA degradation by imprinting mRNA transcripts with two of the polymerase subunits that escort mRNAs to the cytoplasm [28]. In this work we show that the process of coupling transcription and mRNA decay is a genome-wide, regulated process that depends on the physiology of the cell and on the environment. Further, we show that this mechanism shapes the temporal kinetic response of mRNA abundance to changing external conditions.

To explain how Rpb4/7 has a genome-wide effect on mRNA stability, and in opposite directions for induced and repressed genes, we propose a simple molecular model, described schematically in Figure 5. Previous molecular work shows that an mRNA molecule can be exported into the cytoplasm either associated (imprinted) or not associated with Rpb4/7 and that imprinting will result in an increased probability to be degraded [19], [21]. Let us assume that the general factors responsible for mRNA decay in the cytoplasm are in limited amount and are distributed across the transcripts according to each transcript's ability to recruit these factors. Because Rpb4/7 imprinted mRNAs have increased ability to recruit general decay machinery, the distribution of the general decay machinery across different genes will be in proportion to the fraction of Rpb4/7-imprinted mRNA molecule copies for each gene. Assume that in basal conditions we have some probability (e.g. 0.3) for an mRNA to be exported into the cytoplasm imprinted by Rpb4/7. This will give rise to a similar percentage of Rpb4/7 imprinted mRNA molecules per gene in the cytoplasm which, assuming no other effects, will result in a uniform distribution of decay resources over all genes (Figure 5A).

**Figure 5:**
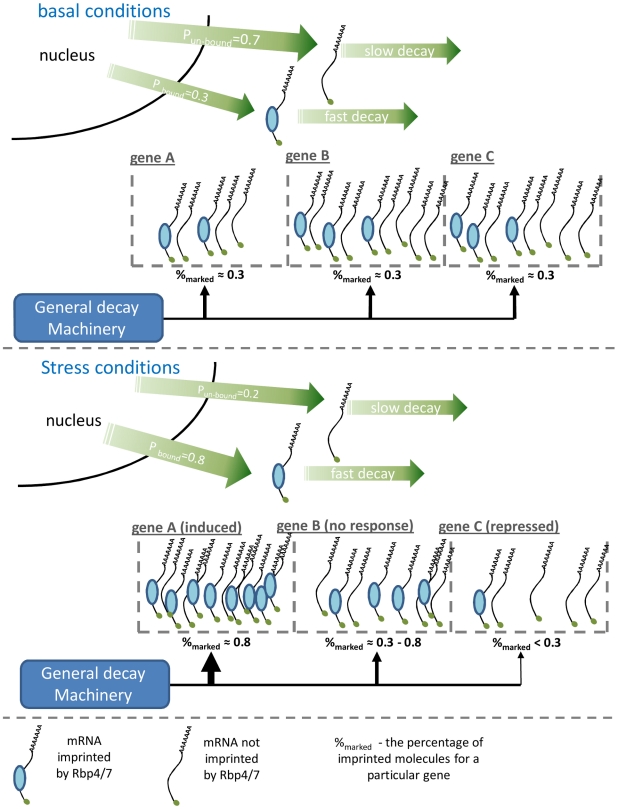
A schematic illustration of the suggested model explaining the genome-wide effect of Rpb4/7. The figure shows how an increase in the association probability following stress causes a global redistribution of the general decay machinery resulting in genome wide coupling of changes in mRNA abundance and stability. Theoretical probability for a transcript to be either imprinted or non-imprinted by Rpb4/7 during transcription in basal conditions (A) and for stress (B). A more detailed explanation is given in the main text.

Now let us assume that in stress the probability of imprinting by Rpb4/7 is increased (e.g. p = 0.8) per individual transcript molecule. This can be easily achieved by increasing the concentration of any cofactor contributing to Rpb4/7 imprinting. Following this change, genes which are induced due to the stress will quickly increase the percentage of imprinted mRNA molecules, thus gaining a higher affinity to general decay machinery which will result in faster decay for these genes (gene A in Figure 5B). Such genes would usually be also present in lower copies in basal conditions as depicted in Figure 5A. Genes which are not induced at the transcription level in response to the stress, yet are still transcribed at lower rates, will slowly increase the percentage of imprinted mRNA molecules resulting in intermediate decay (gene B). Repressed genes, for whose transcription is decreased, will keep the basal percentage of imprinted molecules and will even experience a decrease in this percentage due to the faster decay of imprinted molecules, which will result in general slow decay for these genes and a transient decrease in numbers. Thus, by only increasing the probability of Rpb4/7 imprinted export we get redistribution of the general decay machinery in favor of induced genes. Increasing it during a response to stress will result in coupling between mRNA production and degradation and a genome wide fast transient adaptive response. In support of this model, previous works have indeed shown increased Rpb4/7 mediated export in stressful conditions [29], [30].

While a lot is known about the control of each stage of gene expression in isolation, recent accumulating knowledge suggests that many of the stages are coupled [31]–[33]. Using the rpb6 mutant it was shown that reduced ability to recruit rpb4/7 to the core polymerase results in impaired production and decay for selected genes [19]–[21]. Here we show that this single amino acid substitution in Pol II, which likely decouples transcription from mRNA decay, has a genome wide effect on gene expression both under optimal conditions and in stress. This mutant is defective both in mRNA synthesis and decay and has a reduced ability to modulate mRNA decay under stress conditions. The impaired ability to affect production and degradation is reflected in the mRNA abundance temporal response to stress by which most responsive genes, induced and repressed, show a difference in the magnitude and the kinetics of the response – towards lower fold change difference and slower relaxing kinetics. While a genome-wide decrease in production due to a mutation in Pol II is expected, the large effect that this mutation has also on mRNA stability and the loss of correlation between the changes in stability and production is intriguing. This, together with the accumulating molecular evidence [19]–[21], indicates that Rpb4/7 not only affects different regulation levels, as production and degradation, but also serves to coordinate between these levels as has been recently proposed [22]. We note though that we cannot exclude an alternative in which due to a defect of the mutant in transcription the mutant does not transcribe machinery that is required for normal decay of mRNAs.

It should be noted that while most responding genes were affected by the mutation, some did not, especially the most fast-relaxing transient genes, genes that also show a strong counter-action between mRNA abundance levels and decay (Figure 3). This could indicate that these genes are not clients of the *RPB4* and *RPB7* chaperoning mechanism and may owe their strong counter action and fast response to another mechanism. Alternatively the lack of sensitivity of the most rapidly responding genes to the mutation could simply indicate that the Q100R mutation did not abolish the normal dynamics of these genes, presumably because these genes represent the strongest-affinity clients of this coupling machinery, this possibility should be examined experimentally for individual genes.

Tirosh et al. in a recently published paper [34], compared mRNA abundance and stability between two yeast species and interestingly found a similar result by which differences in mRNA abundance were accompanied by opposite differences in stability, e.g. increase in mRNA abundance in one species was accompanied by decrease in stability in the same species. This might suggests that the negative correlation that we observe in transient responses to stress is part of a more universal feedback mechanism by which changes in stability compensate for changes in production.

Coupling of transcription and post-transcriptional regulation, and in particular by a counter action mode, is now known to be obtained by additional completely different mechanisms. One interesting mode of coupling is based on coordinated regulation by transcription factors and microRNAs which regulate shared targets [35], [36], which may allow to combine the activation of a gene with its inhibition. Thus completely different “hardware” may implement the same “software” of counter-acting regulation. Inspection of kinetics in such microRNA-transcription factor combined regulation even reveals a similar effect of the mode of coupling and the response behavior [37].

We suggest a simple molecular model which is sufficient to explain how changes in mRNA abundance are negatively coupled at the genome-wide level to change in stability in response to stress. This model is especially appealing because it shows how by a very simple manipulation, namely increasing the general imprinting probability of Rpb4/7 to transcripts, cells can achieve a genome-wide re- distribution of the general decay machinery which will result in fast relaxation of the mRNA abundance response and faster response time. Such a fast relaxation, which for induced genes, results from the coordinated increase in production and degradation, might probably lead to faster relaxation than what would be possible by increasing and then decreasing transcription, while keeping degradation constant. Our model suggests that complicated cellular responses, such as genome-wide transient mRNA changes at different temporal dynamics, can actually be controlled by simple manipulations of global cellular parameters. Of course the exact molecular details of such model remain to be validated.

## Materials and Methods

### Strains and growth conditions

All experiments were carried out using the two strains, The *rpb6* ^Q100R^ strain (*MATalpha ura3-52*, *his3delta200*, *lys2delta201*, *ade2*, *RPB6delta::HIS3* p*RPB6/CEN/LEU2*) [26] and its isogenic parental WT strain (WY37) (*(MATalpha ura3-52*, *his3delta200*, *lys2delta201*, *ade2*). Two types of experiments were conducted: experiments measuring mRNA abundance and experiments measuring mRNA decay. Both types of experiments were carried out for both strains (Figure 1 for a detailed description). For all experiments cells were grown in YPD medium (2% yeast extract, 1% peptone, 1% dextrose) at 30°C to the concentration of 1*10^7^ cells/ml. Due to a slower growth rate of the mutant, of about 40%, starters for the two strains started with slightly different concentration to ensure that both strain experiments start at the same cell concentration. To measure response to an environmental stress cells were then treated with 0.3 mM Hydrogen peroxide (H_2_O_2_) (Frutarom LTD.), or 0.1% MMS (Sigma-Aldrich) (data not shown). Survival experiments were also performed resulting in similar survival rates for both strains. For mRNA abundance measurements, aliquots (15 ml) were removed following each treatment, in the following time points: 0, 5, 10, 15, 25, 35 and 45 minutes and frozen in liquid nitrogen. RNA was extracted using MasterPure (EPICENTER Biotechnologies). The quality of the RNA was assessed using the BIOANALYZER 2100 platform (AGILENT); the samples were then processed and hybridized to Affymetrix yeast 2.0 microarrays using the Affymetrix GeneChip system according to manufacture instructions. For measuring mRNA decay a similar protocol was applied albeit with the following modifications: transcription was inhibited by adding 1,10-phenanthroline (before each experiment we prepared a fresh stock of 40 mg/ml in ethanol which was then diluted to a working concentration of 100 ug/ml) to the media 7 minutes following the addition of Hydrogen peroxide. Then aliquots were removed in the following time points: 0, 5, 10, 20, 30, 40 and 50 and were processed and hybridized as previously described. In addition we added a complete biological replicate for all mutant measurements, including half-lives in reference and oxidative stress and mRNA abundance changes in response to oxidative stress. The replicate reproduces well the presented results (Figures S2, S3, S4, S5).

### Microarray processing, determination of half-life, and mRNA abundance fold changes

All microarray samples were processed with the RMA preprocessing algorithm. In this paper unlike the work presented in our previous paper [9], transcription inhibition was achieved using the drug 1,10-phenanthroline which inhibits transcription not just from Pol II but also from Pol I, and Pol III . Thus the spike-in normalization procedure, which was used in previous decay experiments [2], [9] could not be used in this case. To get a decay profile for each gene we assumed that the global mRNA abundance decays similarly between strains and conditions and our previous measurements and scaled the data accordingly. In detail, we used as a reference the mean decay profile over the entire genome from our previous decay measurements [9]. Then each time point in the current experiment was scaled such that mean intensity over the time course would decay according to the expected reference profile. Data were then zero transformed to the first time point and exponential fit was performed on these normalized profiles. If the data was not scaled, then standard normalization procedures would result in an mRNA abundance increase for the more stable genes and a decrease for the less stable genes along the time course. It is important to note that if the slope of this change would be taken as a proxy to the genes relative stability, still the results presented in this paper will qualitatively remain the same. Also, although both of these procedures will not detect a global difference in the genome decay between the two strains, the results presented in the paper would not change because they are based on the relative rank of each gene.

Following scaling, assuming a constant decay rate throughout the course of the experiment, decay profiles were fitted to a first order exponential decay model, 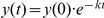, from which the fitted decay constant 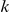 was used to calculate a gene specific half-life in each condition and strain, 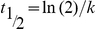. Only genes for which a high goodness of fit is achieved (R-square>0.9) were taken for further analysis. About 90% of the genes in each strain and each condition display an R-square above this cutoff indicating that this model is a good approximation to describe the decay kinetics in this data set.

For the mRNA abundance profiles, responsive genes were defined as having an absolute fold change of above 1.75 for at least one time point out of the wild type mRNA abundance measurements. These measurements were then interpolated to get a continuous response profile using a cubic spline. The maximal point was taken as the point where both the spline derivative was equal to zero and the fitted spline value reached the maximal absolute value (maximal for induced genes and minimal for repressed genes). The qualitative results presented remained robust to different response and R-square cutoffs.

For clustering the responsive mRNA abundance profiles the wild type and mutant profiles were concatenated and clustered. Distance matrix between genes was calculated using spearman rank correlation which was followed by average linkage clustering. Separation to the three clusters was done by eye using the presented dendrogram (MATLAB implementation).

All data is available at the GEO public data base under accession GSE26829.

### Microarray preprocessing for basal mRNA abundance comparisons

Standard mRNA abundance preprocessing algorithms assume a constant global distribution of mRNA levels across samples, thus any global differences between samples, e.g. an increase in the genome mean mRNA level, would not be detected. In order to compare basal mRNA abundance levels between the two strains, we normalized two zero time points, of the reference decay time courses, using spiked in RNA which followed the standard RMA normalization. We used the same normalization method described previously to normalize decay experiments[9]. Using this method mRNA levels are scaled according to an internal standard, thus a global change in the mean mRNA level would be detected. This normalization is valid here because Rpb4 and 7 are specific to Pol II which is responsible for the production of a very small amount (2–5%) of the total RNA in the cell. Thus when RNA is extracted a global difference in mRNA abundance level will be reflected in the ratio between the internal standard and the mean microarray intensity signal. As explained above, decay measurements using 1,10-phenanthroline are not suitable to such normalization because the effect is not specific to Pol II. We thus normalize all decay data sets to have the same global decay rate which results in a distribution of decay differences which is centered on zero as shown in Figure 4B. As a result, global differences between strains or conditions, as a general reduction in degradation capacity in the mutant, would be missed. Yet, the results presented in this paper will not change due to any global shifts in half-life distributions in any of the data sets.

## Supporting Information

Figure S1 Standard deviation normalized mRNA abundance profiles of cluster 1. mRNA abundance profiles from cluster 1 of Figure 3. Data is divided by the standard deviation for each gene such that the resulting profiles would have the same standard deviation. Such normalization eliminates differences in magnitude to emphasize the difference in kinetics between the two strains. Wild type mean is shown in black and the mutant in green.
(TIF)

Figure S2 Biological replicate for Figure 2B and 2C. Repetition of Figure 2B and 2C using an independent biological replicate for the mutant measurements. Data for the wild type (right panel) is taken from the first measurements.
(TIF)

Figure S3 Repetition of Figure 4A. Repetition of Figure 4A using an independent biological replicate for the mutant measurements.
(TIF)

Figure S4 Repetition of Figure 4B. Repetition of Figure 4B using an independent biological replicate for the mutant measurements.
(TIF)

Figure S5 Mutant half-life comparisons between repeats. Correlation between the half-live measurements between the two mutant biological replicates.
(TIF)

Table S1 GO enrichment analysis for clusters in Figure 3. GO categories which passed hyper geometric test with FDR (q = 0.05) for the three clusters in Figure 3.
(XLS)

How the deposited data were processed for this re-analysis (not part of the article)

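RNA from the wild type and the mutant was measured on 58 Affymetrix Yeast 2.0 arrays in 8 courses: H2O2, MMS, decay after phenanthroline and decay after phenanthroline in H2O2, each in both strains. Every course comes from 1 culture, and 52 of the 54 conditions have 1 array. The untreated state has 3 arrays per strain, the 0 min arrays of the H2O2, MMS and reference decay courses (replicates 1, 2 and 3). The authors made the deposited log2 levels with RMA, and the values show 3 sets normalized apart: 14 H2O2 arrays, 16 MMS arrays and 28 decay arrays. The authors also made deposited log2 fold changes against 0 min for the H2O2 and MMS courses. The deposited ratio values of the decay courses are linear ratios to 0 min that the authors multiplied at each time point by a factor that falls with a half-life between 25.8 and 25.9 min. These units were checked against each other. Array files before RMA and the replicate of the mutant in Figures S2 to S5 are not analysed here.

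Of 10928 probe sets on the chip, 5716 match S. cerevisiae and were tested, 5498 of them with 1 gene symbol and 218 with no listed gene. The signal over background was read from 1747 S. pombe probe sets, and 97.6% of the tested probe sets lie above their 95th percentile of 5.11. This keeps genes near background in the tests, where small changes are compressed.

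limma 3.58.1 in R 4.3.3 gave 11 tests: untreated strains, each stress course as a natural spline with 3 degrees of freedom, the strain contrast of both splines, and differences of decay slopes between courses. P-values were adjusted by the Benjamini-Hochberg method over the tested probe sets, and an adjusted p under 0.05 passes. With 1 array per time point the error of a course comes from its scatter about the spline or line, so arrays of 1 culture stand in for replicates, and a difference between courses cannot be told from a difference between cultures. Half-lives were fitted in Python 3.11.15 with scipy 1.17.1, numpy 2.4.6 and pandas 2.3.3 as a decaying exponential with a free start, and R2 above 0.9 in all 4 decay courses was required for the comparison of abundance with stability. The design written beforehand left the form of the fit open. The free start was taken after the correlations of 3 forms had been seen, because the paper's equation holds a starting value, and it was also the form whose correlations lie closest to the paper's. A line through log ratios and a fit fixed at 1 at 0 min are kept as alternatives. Maximal fold change is the extremum of a spline through the time course, responsive genes change over 1.75-fold, and clusters come from hierarchical clustering of the responsive genes' profiles in both strains with 3 clusters taken. The error of a correlation or slope is a jackknife over time points. Figures were drawn with matplotlib 3.10.9.

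The same-numbered 0 min arrays of both strains were checked for pairing. After removing each strain's mean, same-numbered arrays correlate at 0.661, 0.818 and 0.737, and the untreated comparison was therefore also run with replicate as a block.

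Both methods were tested on simulated data. With 200 of 5716 genes changed, the limma test of the untreated strains recovered 34.7% of changes of log2 1 and 98.4% of changes of log2 2. The 11 tests gave from 1 to 12 false calls on simulated data. On the real arrays 11.5% and 12.8% of the S. pombe probe sets passed the MMS tests of wild type and mutant, so false calls may be more frequent there. A correlation of -0.5 between abundance and stability was recovered as -0.456, and one of 0 as -0.00499.

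30 gene lists were written before the data were examined, and each was given its count over all genes, its count adjusted over the list alone, and its median. Camera tested the lists in the untreated comparison. The genes named are the 10 largest changes in each direction of each test, up to 4 members of each list, the genes named by the paper and the strain markers. Genes named for half-lives, for the block test, for their level after phenanthroline or as examples of a cluster were chosen after their values were seen. Settings fixed before the data were examined number 58, and 8 more were added after. They cover normalization, background, spline and decay fit, filters, thresholds, baselines and each time point left out.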

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

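The label exchanges below and the tests of the out-of-order arrays and of the untreated strains were chosen after the results were seen.

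The strains differed in 71 genes in H2O2, in 190 genes in MMS and in 37 genes in the stability change, each by a limma contrast between strains. Labels were exchanged at whole time points, with or without first centring each course on its own mean. Each course is 1 culture, and an exchange joins pieces of different courses, which by itself raises the scatter about a spline or line. These splits therefore cannot tell whether chance between cultures gave the counts. For the 71 genes 1 split of 64, the real one, gave as many after centring (highest other 6), and 14 splits of 64 did without (highest other 1644). For the 190 genes 1 split of 100 did (highest other 14), and 10 splits of 100 without centring (highest other 1023). For the 37 genes 14 splits of 100 gave as many after centring (highest other 2740) and 25 splits of 100 without (highest other 2831). Splits that call many times the real count point to a structure of the samples, and its cause was not tested.

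Exchanging reference and H2O2 labels in the decay courses gave counts as large as the wild type's 399 in 2 splits of 64 (highest other 406) and as the mutant's 119 in 1 split of 64 (highest other 103). Without centring 4 and 5 splits did, with 1255 and 1702 as the highest others. For the strain difference in reference decay, 1609 genes, 2 splits of 64 gave as many with centring (highest other 1775) and 2 without it (highest other 1649). The same limit holds, so chance between cultures stays open for each of these counts. The untreated comparison of abundance has 10 splits, too few for a share under 0.05. The real split called 1 gene, 1 split in all gave as many, and the highest other called 0.

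The mutant reference arrays of 10 and 20 min lie out of time order. Placed between its neighbours by the levels of all genes, the array of 20 min falls at 6.96 min and the array of 10 min at 16.9 min. A single misplaced array is argued against, since then the array of 10 min would keep its place. Among the 1049 shortest-lived genes 94.4% are higher at 20 than at 10 min, against 1.33% in the wild type reference, 4.29% in the wild type H2O2 decay and 20.6% in the mutant H2O2 decay, which a return of some mRNAs would not give. A candidate explanation is that these arrays were exchanged, which was left uncorrected in all values at the paper's statements.

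Genes that are less abundant in the untreated mutant are more stable in it, and both measures share 0 min arrays. With abundance from the H2O2 and MMS courses and decay fits without 0 min, r across genes is -0.207 (between -0.226 and -0.187 with any time point left out). With the H2O2 arrays alone it is -0.252, and with the MMS arrays alone it is smaller, -0.129. Since these values share no array between both measures, shared arrays are argued against as the whole cause. With the shared arrays the covariance is 6.01 times that of simulated courses without a strain difference. The simulated courses hold only scatter about a smooth curve, so this ratio alone does not decide. After removing each gene's mean decay slope r is -0.174, so slopes compressed alike for all genes do not account for it either. A relation of this smaller size may be biological, while a difference between the single cultures stays open.

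Genes that H2O2 stabilized in the wild type tend to be more stable in the untreated mutant (r 0.594 across genes), with exceptions. Shared wild type reference arrays give r 0.317 in simulation, and with no array in both measures r is at least 0.463. After each gene's mean slope is removed r is 0.464. Both measures still share the wild type reference arrays there, so this value cannot decide on compressed slopes, which stay open. Genes more stable in the untreated mutant also tend to be those that H2O2 represses in the wild type (r -0.449, no shared array). After each gene's mean slope is removed this r is -0.229. An untreated mutant that is in part in the state H2O2 brings about would give such a relation. The values do not tell this from an effect of the slower growth that the paper reports for the mutant, which was not tested. An unusual wild type reference culture would give the first relation too and stays open.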

How the results depend on the processing

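Settings that exchange or leave out the arrays of 10 and 20 min, log-line and fixed-start fits, filters within a strain or without rising genes, and abundance with fits without 0 min were chosen after the data were seen. Over 34 results, 521 values under alternatives gave 392 the same, 121 moved and 8 reversed. Of 221 gene results past the threshold 77 passed in every alternative. The counts for MMS in each strain stayed within 1.5 times of their values in all 12 alternatives. For each change below the cause was not tested, apart from settings with fewer arrays or genes.

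The untreated count of 1 became 9 with all arrays normalized together, 0 with trend and robust moderation, 109 with replicate as a block (51 higher and 58 lower), 61 with spike-in scaling, 0 on the H2O2 and MMS courses, and 0 to 2 without 1 array. No other limma test takes the block. In camera it changed the calls of 3 lists under the preset correlation (RNA polymerase I and III FDR 0.0774 to 0.00737, meiosis genes 0.0167 to 0.111, and G2/M genes, which passed only with the block) and of 0 lists under the estimated correlation. The strain difference in H2O2 became 191 with trend and robust moderation, 29 and 132 with 2 and 4 degrees of freedom, and 3 (without 45 min) to 254 (without 5 min) in leave-one-out fits. The strain difference in MMS became 125 with all arrays normalized together, 28 with 2 degrees of freedom, and 5 (without 100 min) to 138 in leave-one-out fits. H2O2 responses in leave-one-out fits ranged from 23 (without 10 min) to 2339 in the wild type, with 1201, 813 and 1341 without 15, 25 and 35 min, and from 693 (without 10 min) to 1403 in the mutant, with 908, 771, 1092 and 1021 without 15, 25, 35 and 45 min. RPB7 in the mutant response ranged from -0.083 (reversed, without 45 min) to 0.25 (without 5 min) in leave-one-out fits.

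From 0 to 30 min the stability counts were 119 in the wild type, 1 in the mutant, 7 for the strain difference and 905 for the untreated strains. Leave-one-out fits gave 131 (without 40 min) to 380, 4 (without 50 min) to 555 (without 20 min), 11 (without 5, 40 or 50 min) to 44, and 855 (without 40 min) to 1857. They also gave 916 without 5 min for the untreated strains, 17, 52, 60 and 16 without 5, 10, 30 and 40 min in the mutant, and 16 and 23 without 10 and 30 min for the strain difference. The mutant count was 35 without 0 min, 612 without the 10 and 20 min arrays of its reference course and 886 with these exchanged.

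By slopes in place of half-lives the correlations were -0.568 in the wild type and -0.299 in the mutant. Without 0 min the wild type gave -0.413, and leave-one-out fits gave -0.413 to -0.140. The mutant gave -0.165 without the R2 filter, 0.137 from 0 to 30 min, -0.235 from log lines without filter and 0.191 on its own responsive genes. The strain difference was -0.467 on each strain's own responsive genes and -0.400 with a 2-fold rule. Destabilization of induced genes over independence in the wild type was 1.69 by slopes, 0.931 from 0 to 30 min (reversed), 1.65 from log lines without filter, 1.07 with the start fixed and 9.03 on genes past the limma threshold. In the mutant it reversed to 1.39 by slopes, 1.27 without filter, 1.37 from log lines without filter, 1.03 with the filter within each strain, 1.16 without filter and without rising genes, and 4.5 on genes past the threshold. Stabilization of repressed genes was 1.63 by slopes, 1.53 from log lines, 1.62 from log lines without filter and 6.29 on genes past the threshold in the wild type. In the mutant it was 1.73 by slopes, 1.73 from log lines without filter, 2.81 on genes past the threshold and 0.968 (reversed) on the mutant's own responsive genes.

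The ratio of widths was 0.895 by slopes, 0.890 from log lines, 0.893 without filter as well, and 0.826 without the 10 and 20 min arrays. By slopes the cluster lines were 0.486, 0.650 and 0.666. From log lines clusters 2 and 3 gave 0.488 and 0.663, cluster 3 without filter 0.498, and by orthogonal regression 0.422. The untreated correlation was -0.459 without filter, -0.439 without 0 min, -0.396 from log lines without filter, -0.269 with abundance from the H2O2 and MMS courses and -0.207 with these and fits without 0 min. Leave-one-out fits gave -0.561 to -0.439. The slopes of its line were -0.257, -0.356, -0.237, -0.191 and -0.140 in the same order, -0.371 from 0 to 30 min, and -0.485 to -0.356 in leave-one-out fits. The overall level was -0.024 unscaled, -0.46 on the H2O2 course and -0.59 on the MMS course. With the 3 untreated arrays as baseline the magnitude slopes were 0.839 in MMS and 0.697 in H2O2. The H2O2 magnitude r was 0.877 and 0.910 with 1.5-fold and 2-fold rules. Clusters 1 and 3 held 66.5% with complete linkage, 68.4% with 5 and with 6 clusters and 84.7% with a 1.5-fold rule. With complete linkage 95 of 317 genes of cluster 1, 90 of 219 of cluster 2 and 343 of 397 of cluster 3 kept their cluster. With 5 clusters 317, 219 and 321 did. The split into slow and fast induction thus depends on the linkage. Responsive genes in H2O2 numbered 1591 in the wild type with a 1.5-fold rule, and in the mutant 748 and 247 with 1.5-fold and 2-fold rules and 774 with the other baseline. The array signal limits genes near the S. pombe background, and leaving these out changed no count by over 1.5 times.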

Differences from the paper's values

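The paper's line of maximal fold change on stability change over responsive wild type genes subtracts a constant of 0.12, and here 0.293 is subtracted. For the mutant the paper's line adds 0.27, and here the constant is -0.165. The slopes of both lines lie within the errors. No alternative was set for these constants before the data were examined.

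For repressed genes of the mutant the ratio of observed to expected destabilization is about 0.87 in Fig. 2, read by eye, and 0.567 here. No alternative was set for it.

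The slope of mutant on wild type stability change in cluster 2 is about 0.51 in Fig. 3, read by eye, and 0.376 here. Of the alternatives set before the data were examined, decay fits without 0 min (0.424), orthogonal regression (0.459) and leave-one-out fits without 20 or 30 min (0.483 and 0.424) fall within the error. Slopes in place of half-lives, no R2 filter, background, 0 to 30 min and leave-one-out fits without 5, 10, 40 or 50 min do not. Half-lives from log lines, chosen after the values were seen, give 0.488.

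The paper's line of untreated abundance on stability subtracts 0.4557, and here 0.268 is subtracted. No alternative was set for this constant. The overall level it follows is -0.46 on the H2O2 course arrays.

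The paper states that cluster 1 has a significantly lower slope than cluster 2, and here the intervals of both slopes overlap. It states that the majority of genes above a stated share fit an exponential, and here the share with R2 above 0.9 was 80.5%, 83.6% and 85.8% in 3 of the 4 courses and 93.5% in the other.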

Other observations

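Some mRNAs did not fall after phenanthroline. On the authors' scaled ratios 201 genes were above their start at 50 min in the wild type reference course and 114 in the mutant, with 93 in both. Among them are 17 of 32 Msn2/4 genes in the wild type and 11 in the mutant, 14 and 10 of 24 sulfur and methionine genes, and 9 and 0 of 19 trehalose and glycogen genes. The log2 scaled ratio at 50 min was 4.28 for HSP30, 3.93 for the acetate transporter gene ADY2, 3.15 for CTT1, 3.13 for SPG4, 2.76 for the hexose transporter gene HXT5, 2.58 for the chaperone gene SSA4 and 2.21 for the sulfate assimilation gene MET3 in the wild type. In the mutant it was 3.51, 4.43, 2.07, 3.85, 1.81, 2.05 and 0.80. For these genes the decay courses may measure synthesis along with loss, which was not tested. Some lie barely above their start, and all rest on the scaling factor. The paper does not report them.

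Over all genes fewer did so in the mutant, though of 26 heat shock genes 8 did in the wild type and 9 in the mutant, and of 397 cluster 3 genes 1 and 3. The sulfate permease gene SUL2 reached log2 2.19 in the wild type and 0.16 in the mutant, OYE3 2.75 and 0.12, and DDR2 2.06 and 0.48. The zinc gene ZPS1 was at 2.37 and -0.82, LSO1 at 1.81 and -0.55 and the glycogen gene PGM2 at 1.69 and -0.51. Of 317 cluster 1 genes 118 were above their start in the wild type and 53 in the mutant, as were 63 of 546 induced genes in both strains. Each value comes from 1 culture per strain, and the strain difference was not tested.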
